# Extrinsic and intrinsic regulation of DOR/TP53INP2 expression in mice: effects of dietary fat content, tissue type and sex in adipose and muscle tissues

**DOI:** 10.1186/1743-7075-9-86

**Published:** 2012-09-21

**Authors:** Carolin Fromm-Dornieden, Oleksandr Lytovchenko, Silvia von der Heyde, Nina Behnke, Sebastian Hogl, Janina Berghoff, Frederik Köpper, Lennart Opitz, Ulla Renne, Andreas Hoeflich, Tim Beissbarth, Bertram Brenig, Bernhard G Baumgartner

**Keywords:** DOR/TP53INP2, High fat diet, Genetically induced obesity, Fat tissue, Muscle tissue

## Abstract

**Background:**

DOR/TP53INP2 acts both at the chromosomal level as a nuclear co-factor e.g. for the thyroid hormone receptor and at the extrachromosomal level as an organizing factor of the autophagosome. In a previous study, DOR was shown to be down-regulated in skeletal muscle of obese diabetic Zucker fa/fa rats.

**Methods:**

To identify sites of differential DOR expression in metabolically active tissues, we measured differences in DOR expression in white adipose tissue (WAT), brown adipose tissue (BAT), skeletal muscle (SM) and heart muscle (HM) by qPCR. To assess whether DOR expression is influenced in the short term by nutritional factors, NMRI mice were fed different fat rich diets (fat diet, FD: 18% or high fat diet, HFD: 80% fat) for one week and DOR expression was compared to NMRI mice fed a control diet (normal diet, ND: 3.3% fat). Additionally, DOR expression was measured in young (45 days old) and adult (100 days old) genetically obese (DU6/DU6i) mice and compared to control (DUKs/DUKsi) animals.

**Results:**

ANOVA results demonstrate a significant influence of diet, tissue type and sex on DOR expression in adipose and muscle tissues of FD and HFD mice. In SM, DOR expression was higher in HFD than in FD male mice. In WAT, DOR expression was increased compared to BAT in male FD and HFD mice. In contrast, expression levels in female mice were higher in BAT for both dietary conditions.

DOR expression levels in all tissues of 100 days old genetically obese animals were mainly influenced by sex. In HM, DOR expression was higher in male than female animals.

**Conclusions:**

DOR expression varies under the influence of dietary fat content, tissue type and sex. We identified target tissues for further studies to analyze the specific function of DOR in obesity. DOR might be part of a defense mechanism against fat storage in high fat diets or obesity.

## Background

Obesity is characterized by an increase of adipose tissue caused by over-nutrition, genetic factors or a combination of both. The two types of adipose tissue in mammals, white adipose tissue (WAT) and brown adipose tissue (BAT) show great differences in cell structure and function.

WAT acts as storage site for fat in the form of triglycerides and it is also known as a key endocrine organ releasing a great number of cytokines, referred to as adipokines, and other molecules that have both local and general effects. About 15% of total body weight consists of WAT in normal weight subjects, which can increase up to 40% in obese humans [1]. BAT, on the other hand, has thermogenic capacity in rodents and humans. BAT is rich in mitochondria and the BAT-specific protein UCP1 (uncoupling protein-1), which accomplishes energy dissipation by uncoupling the respiratory chain from ATP production, thus generating heat (reviewed in [1-4]).

Besides adipose tissue, muscle tissue takes an important part in body composition. Skeletal muscle (SM) composes 35% – 50% of body mass. Significant quantities of plasma fatty acids, either for energy production by fat oxidation or for storage are taken up by SM (reviewed in [5-7]).

Thyroid hormones (THs) regulate metabolism and function of adipose and muscle tissue. They act as pleiotropic factors during development by regulating genes involved in differentiation [1]. Furthermore, THs play an important role in lipid mobilization, lipid degradation, fatty acid oxidation, and glucose metabolism [8]. THs influence the expression of a number of genes involved in lipid and glucose metabolism by direct or indirect effects [8]. In addition, THs stimulate muscle development and differentiation through activation of myogenin and myotube formation in muscle cells [9]. Until the 1980s, THs were used as agents for anti-obesity treatment due to their increasing effect on metabolic rate. However, they show severe side-effects e.g. cardiac acceleration, muscle loss, and other symptoms of thyrotoxicosis. As an alternative, Grover et al. (2007) reviewed the possibility to use the two subgroups of thyroid hormone receptor activators, namely TRα and TRβ [10]. Their specific activation might allow reduction of obesity without the common side-effects of THs [10]. This may be achieved by use of selective molecules or by specific activation of modulators of TH receptors.

DOR (Diabetes and Obesity Related), also called TP53INP2 (Tumor Protein 53 Inducible Nuclear Protein 2), interacts with thyroid hormone receptor α1 (TRα1) enhancing its transcriptional activity. Expression of DOR was shown to be highly reduced in skeletal muscle of obese diabetic fa/fa Zucker rats [9]. DOR knock-down in cultured muscle cells induced to differentiate into mature muscle cells, led to delayed muscle cell differentiation by attenuating expression of myogenin and other TH controlled genes [9]. Effects of DOR on differentiation were also shown in osteoblasts [11]. In liver, DOR is abundantly expressed and in acute-phase reaction it is down-regulated together with other activating factors of the TH signaling system. *TRα2*, which blocks transactivation of TH controlled genes, is up-regulated in these conditions pinpointing the activating role of DOR in the context of the TH system [12]. Mauvezin et al. (2010) demonstrated involvement of mammalian and *Drosophila* DOR in stimulation of the autophagosome formation [13]. Autophagy has been shown to play a role in adipogenesis and fat accumulation [14]. Dysregulation of autophagy may cause impaired insulin sensitivity in obesity [15].

For the analysis of the role of DOR in the pathophysiology of obesity, as an initial step, we determined DOR expression changes in obese mice in comparison to lean animals. For this, DU6 and DUKs mouse strains as well as their inbred lines were used. The mouse strain DU6 was established by selection for high body weight for 70 generations, while the mouse strain DUKs is an unselected, randomly mated control line [16,17].

We hypothesized that DOR might influence adipogenesis as it influences myogenesis having an immediate effect, which requires immediate adaptation of expression. Therefore, we not only used the genetic long-term model, but also selected a short-term animal model using NMRI mice fed different types of fat rich diets to investigate short-term effects of HFD on DOR expression in muscle and fat tissues.

## Methods

### Ethics statement

All procedures were done in accordance with the German Animal Protection Law. Formal approval of the experiment is documented by the approval number “LALLF M-V/TSD/7221.3-1.2-037/06” from the ethical committee of Mecklenburg-Vorpommern under presidency of Dr. Krey.

According to the German law (TierSchG) approval by a named review board was not required.

### Animals and tissues

For the feeding experiment using either a fat diet (FD; 18% fat), a high fat diet (HFD; 80% fat) or a normal fat diet (ND; 3.3% fat), male and female NMRI mice were housed and bred at the mouse facility of the FBN, Dummerstorf, Germany. Mice were housed in a semi-barrier system. Air was exchanged 12 times per hour and coarsely filtered. The room temperature was between 22.4 and 22.7°C, humidity between 50 and 60% and a 12 L:12D light cycle was applied.

After one week, animals were sacrificed: white (gonadal fat) and brown fat, skeletal muscle tissue (*Musculus quadriceps femoris*) and heart muscle tissue were taken and shock frozen in liquid nitrogen. Before starting the feeding experiments, NMRI mice were fed a standard rodent diet (starch 36.5%, protein 19.0%, fat 3.3% [source: mainly grain and small quantities of soy], raw fiber 4.9%, ash 6.4%, metabolizable energy: 12.8 MJ/kg; Ssniff, Soest, Germany; catalogue number V1534-0) and water *ad libitum* until the age of 40 days. The FD (polysaccharides 30.4%, disaccharides 11.1%, protein 17.6%, fat 18.0% [source: sun flower oil], raw fiber 3.8%, ash 5.9%, metabolizable energy: 17.2 MJ/kg; Altromin, Lage, Germany; catalogue number C1057) and the HDF (starch 0.6%, protein 8.0%, fat 79.2% [source: lard], raw fiber 5.0%, ash 4.5%, metabolizable energy: 28.6 MJ/kg; Ssniff, Soest, Germany; catalogue number E15149-30) were administered to experimental animals for one week *ad libitum*. Fat composition between standard diet and FD was highly similar containing high amounts of unsaturated fatty acids, while HFD contained mainly saturated fatty acids. Age matched animals on normal fat diet ND were used as control (animals used are described in Table 1, the study design is outlined in Figure 1). The mouse strain DU6 was established by selection for high body weight. The mouse strain DUKs is an unselected, randomly mated control line [17]. Lines DU6i and DUKsi are inbred lines split from DU6 and DUKs in generation 79 and then full-sib mated for 41 generations. DU6/DU6i and DUKs/DUKsi lines were bred at the mouse facility of the FBN, Dummerstorf, Germany (see above and reviewed in [16,17]). Fixed formula food for laboratory mice (Altromin R 1314: protein 22.5%, fat 5%, raw fiber 4.5%, ash 6.5%, metabolizable energy: 12.5 MJ/kg; Altromin GmbH, Lage, Germany) was supplied *ad libitum* and fresh tap water was provided. For tissue isolation, male and female animals were sacrificed at day 45 *post natum* (*p.n*.; male DU6i/DUKsi and female DU6/DUKs mice) and day 100 *p.n.* (male and female DU6/DUKs mice), tissue samples were obtained as described before (Figure 1). From DUKsi male mice at day 45 additionally liver and pancreas were taken. 

**Table 1:** Mouse models used in this study (values are expressed as mean +/−SD; “-” indicates that data are not available)

**mouse line**	**model**	**special treatment**	**from generation (m/f)**	**age (days) at section**	**sex (n)**	**mean BW at section (g)**
NMRI		fat diet FD: 18% fat		48	male (12)	34.27
						+/− 2.24^*^
					female (11)	25.22
						+/− 1.54^*^
		high fat diet HDF: 80% fat		48	male (6)	-
					female (6)	-
		normal fat diet ND: 3.3% fat		48	male (6)	33.87
						+/− 1.47
					female (6)						27.38
						+/− 2.41					
DU6	selection line: obese line		137 (0/10)	45	female (10)	64.40					
						+/− 3.24					
			133 (5/5)	100	male (15)	104.95					
						+/− 14.67					
			137 (10/10)	100	female (15)	82.17					
						+/− 8.57					
DUKs	control line: normal line		137 (0/10)	45	female (10)	25.03					
						+/− 2.69					
			133 (5/5)	100	male (15)	37.41					
						+/− 2.57					
			137 (10/10)	100	female (15)	35.81					
						+/− 4.85					
DU6i	selection line: obese line	inbreeding for the last 47 generations	126 (12)	45	male (12)	63.18					
						+/− 5.46					
DUKsi	control line: normal line	inbreeding for the last 47 generations	126 (12)	45	male (12)	28.98					
						+/− 1.93					

* aberrantly, data were obtained from 6 animals each.

**Figure 1:**
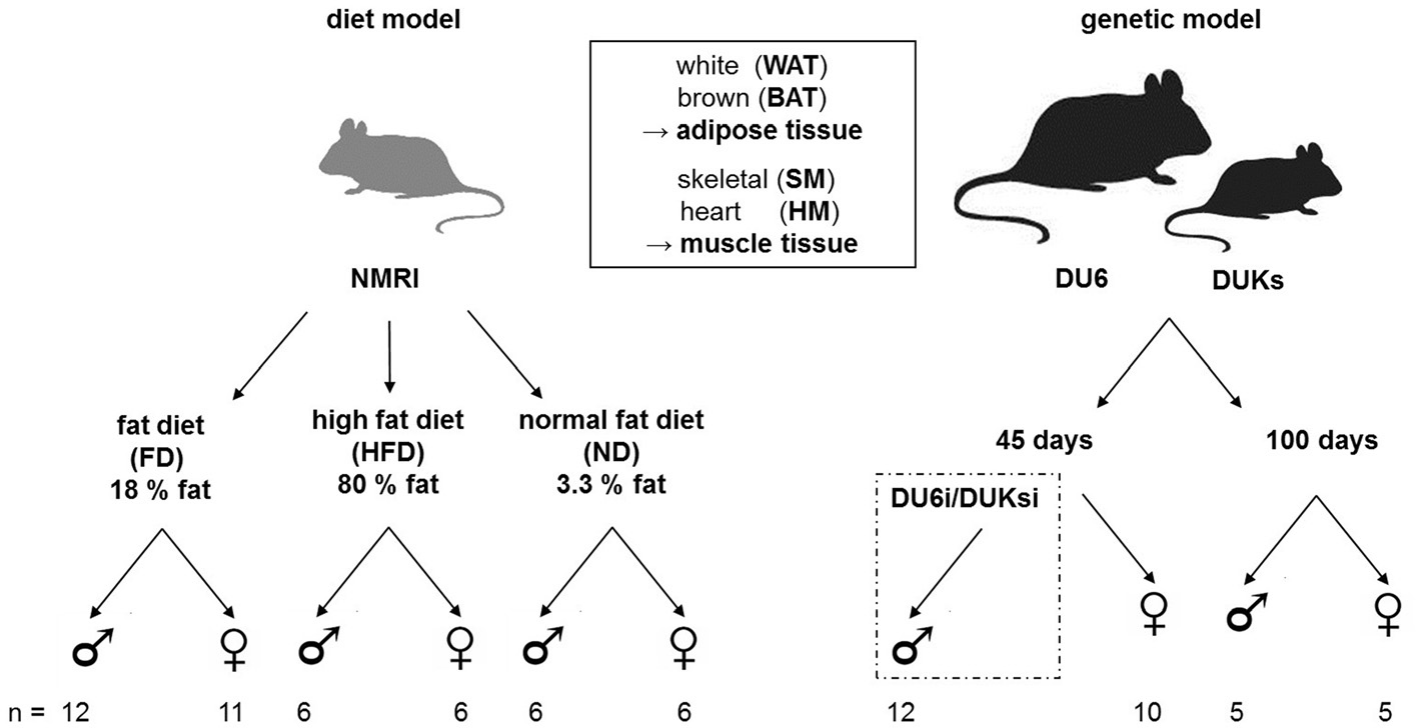
**Overview of investigated mouse models and tissues for DOR expression analysis.** For the diet model, NMRI mice were fed diets with different fat content. In the genetic model, 45 days old male mice from inbred lines DU6i and DUKsi were used (dashed box). All female animals and 100 days old male mice were DU6 and DUKs animals. The maximum number of animals from which tissues were processed is added. Exact counts of animals for each processed tissue are listed in Additional files 3 and 5.

Samples of tissues described above were stored at −80°C and used for RNA isolation, as described below.

### RNA isolation and reverse transcription

For RNA isolation from white (gonadal fat) and brown fat, RNeasy® Lipid Tissue Mini Kit (Qiagen, Hilden, Germany) was used. Tissue pieces of 30–50 mg were cut, immediately placed into 1 ml of QIAzol Lysis reagent, homogenized for 20 s using a rotor-stator homogenizer and further treated according to the manufacturer’s protocol. RNA from *Musculus quadriceps femoris* and heart was extracted with RNeasy® Fibrous Tissue Mini Kit (Qiagen, Hilden, Germany) according to manufacturer’s instructions. DNase treatment for all sample types was performed using RNase-Free DNase Set (Qiagen, Hilden, Germany).

RNA was quantified by spectrophotometry and used for reverse transcription (500 ng RNA/reaction). Reverse transcription was performed using Omniscript® Reverse Transcription Kit (Qiagen, Hilden, Germany) using a poly-dT primer, according to the manufacturer’s protocol.

### Quantitative real-time PCR (qPCR)

Gene expression was quantified by qPCR using QuantiTect® SYBR® Green PCR Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol in an MX4000 light cycler (Stratagene Inc, La Jolla, Canada). 1 μl of cDNA was used per reaction; reactions were performed in duplicates. The cycling program consisted of an initial pre-heating step at 95°C for 15 min, followed by 40 three-step cycles: 15 s at 95°C, 30 s at 58°C and 30 s at 72°C. Specificity of the reaction was assessed by melting curves from 55°C to 95°C. No-template controls were included to all reactions to confirm absence of contaminations.

Primers used for qPCR, their annealing temperatures (T°an) and amplification efficiencies are listed in Additional file 1. Primers for mouse housekeeping genes were purchased from RealTimePrimers (RealTimePrimers.com, Elkins Park, PA, USA). Amplification efficiencies (E) for each primer pair were estimated using formula: E=10^−1/slope−1 , where slope of standard curve built on serial 10-fold dilutions was used [18,19].

The data were analyzed using efficiency-corrected ΔΔCt method of relative quantification (see [20,21] and MX4000 instructions, Stratagene).

To minimize mistakes caused by improper normalization, expression of genes of interest was normalized against the geometric mean of multiple normalizers (Additional file 1) using recommendations of Vandesompele et al. (2002) and GeNorm software, cited in there [20]. The primers used for NMRI mice were ACTb, B2M and PPIA, for the genetic models we used ACTb, GUSb and PPIA for normalization.

### Statistical analysis

All expression data from qPCR of metabolically challenged mice were normalized with housekeeping genes and calibrated to reference mice. Normalized data were analyzed using Welch Two Sample t-tests for independent samples. We inspected whether the null hypothesis that the true difference in group means, i.e. animal group of interest vs. related control group, equals zero can be rejected at the significance level of 5%. The tests were conducted in a two-sided fashion but in case of significance also for the specific alternative hypotheses, i.e. true difference in group means being greater than zero or less, respectively. The differences were considered significant in case of p < 0.05, highly significant if p < 0.01 and highest significant if p < 0.001. The t-tests and graphic constructions were performed using the software R [22].

ANOVA was performed with relative data to means of gender, age, obesity model and tissue type matched control animals, i.e. raised under normal dietary condition and DUKs(i) strains, respectively, to prove influences of diet, tissue type and sex on DOR expression levels in different mouse models [23].

## Results

### DOR expression in different tissue types

DOR is highly transcribed in some insulin-sensitive tissues like skeletal and heart muscle, while expression is lower in others like WAT [9]. In pools from RNA of twelve 45 days old lean male DUKsi mice, DOR expression levels of heart muscle (HM), brown adipose tissue (BAT), white adipose tissue (WAT), liver tissue and pancreas tissue were measured by qPCR. We reconfirmed that DOR transcription is highest in heart muscle (Figure 2). Expression of DOR in WAT, BAT and liver is significantly lower (p < 0.01) and equates approximately 20% to the expression in heart muscle. Additionally, DOR expression in pancreas corresponds approximately to 1.5% of the DOR expression in heart muscle (p < 0.01). 

**Figure 2:**
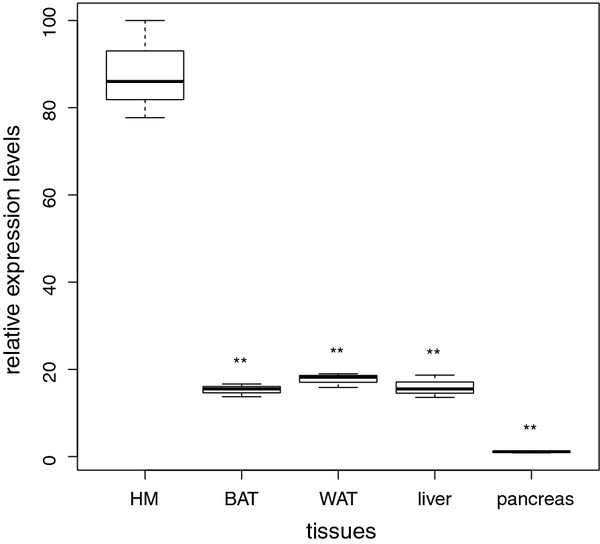
**DOR expression levels in different tissues.** DOR expression levels were measured in different tissues of twelve 45 days old lean male DUKsi mice by qPCR. Expression levels of brown adipose tissue (BAT), white adipose tissue (WAT), liver tissue and pancreas tissue are presented as a percentage of the DOR expression in heart muscle (HM; **p < 0.01). The maximum of expression in HM corresponds to 100%.

### DOR expression in models of obesity

DOR expression and its changes in different tissues in models of obesity were investigated in two systems: in FD and HFD mice and in young and adult mice in a genetic system (Table 1 and Figure 1).

### DOR expression in FD/HFD mice

In order to investigate changes in DOR expression caused by high fat diet, 40 days old NMRI mice were fed two different fat diets (FD: 18% fat or HFD: 80% fat) for one week. 

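In gonadal WAT of male NMRI mice, 1 RNA pool on ND (3.3% fat) was compared with 1 on FD (18% fat). The genes with the largest differences included Adam7 and Rnase9, genes of the epididymis, Alb, the gene of serum albumin, and Ucp1, the uncoupling protein of brown adipocytes. These values come from mouse gene arrays of the same tissue, sex, strain and diets, which the paper's text does not describe. Adam7, a membrane protein, had a log2 difference between FD and ND of -7.09, the beta-defensin Defb22 of -6.07, Rnase9 of -5.95 and Defb26 of -5.88. The other 8 of the 12 largest negative differences, in Pate2, Wfdc6a, Wfdc16, Defb38, Wfdc13, Serpina16, Ces5a and Defb28, lay between -5.78 and -4.81. In FD, Adam7, Defb22, Rnase9, Defb26, Defb38 and Defb28 were under the log2 level of 6 used as a filter, so the size of their differences and their order are not determined. With FD set to 6, the difference would be -6.64 for Adam7 and -4.60 for Rnase9. Of 19 measured genes of an epididymis list, 9 were lower in FD, none was higher and 10 were not called. With 1 RNA pool per diet, an effect of the diet on these genes cannot be told apart from epididymal tissue taken along at dissection. Higher in FD were Alb with a log2 difference of 4.14, Serpina1c with 3.02, Ahsg with 2.25 and Ucp1 with 2.15. Serpina1b with 1.86, the transthyretin gene Ttr with 1.65, Pzp with 1.65, the apolipoprotein genes Apoa1 with 1.48 and Apoa2 with 1.40, Mug1 with 1.46, Kng1 with 1.34 and Sfrp4 with 1.32 completed the 12 largest positive differences. Serpina1b and Serpina1c are close paralogs, as are Mug1 and Pzp, so their probes may pick up each other's transcripts and their values are uncertain, and the call of Mug1 was lost without FD array 1 (1.48) or 2 (1.45), when its mean log2 value fell under 6. In ND, Mug1 and Kng1 were under 6, and with ND set to 6 their differences would be 0.90 and 0.98. Alb is in a list of genes of liver secreted proteins, written after some of its members had been seen. Of 20 measured genes of that list, 15 were higher in FD and none was lower. For these genes too, an effect of the diet cannot be told apart from other tissue, here liver, in the FD pool. Of 24 measured genes of adipocyte differentiation and adipokines, none was called in either direction, and their median difference was 0.06 (0.02 without ND array 1 and 0.16 without ND array 2).
RNA of 3 mice per diet had been pooled and each pool was hybridised to 2 arrays, so each diet is represented by 1 RNA pool and the 2 arrays repeat only labelling and hybridisation. According to the sample labels the diet was fed for 8 days from the age of 40 days, while the paper gives 1 week, and the mice were 48 days old when the tissue was taken. The labels call the diet with 18% fat a high fat diet, and by its fat content it is the paper's FD. The authors summarised the arrays with RMA, which corrects the background, normalizes between arrays and gives 1 log2 expression value per probe set, here 1 probe set per gene. Between 85.2% and 86.2% of the probe sets of an array had a value of 6 or more. The difference between the mean log2 values of the FD and ND arrays was taken from these values. A probe set was called when this difference was at least 1.5-fold, both arrays of one diet lay above both arrays of the other and the mean over the 4 arrays was at least 6. Of 18211 probe sets at that level, 242 were higher and 780 were lower in FD. Arrays of 2 groups of 2 part completely in 33.3% of chance orderings. In groups that each hold an ND and an FD array, 13 probe sets passed the same rule in either of the 2 possible splits. A probe set whose pools differ by more than the array noise overlaps between such groups and cannot pass, so this count is low partly by construction. It reflects the noise between duplicate arrays and not that between pools. Between the duplicates themselves, the difference divided by the square root of 2 reached 1.5-fold in 29 probe sets in ND and in 10 in FD. Relative to the adipocyte genes, a scaling chosen after the data were seen, 115 were higher and 1140 were lower. With 1 pool per diet, there is no test of the diets, and the number of arrays limits the precision.

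**Figure D1:**
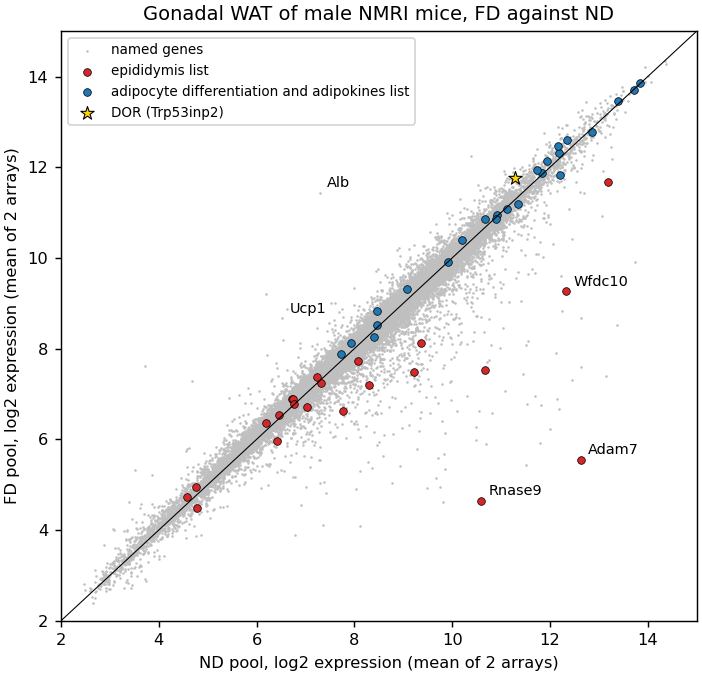
Mean log2 expression on the 2 FD arrays (vertical axis) against the 2 ND arrays (horizontal axis) for each named gene (grey), with the epididymis list (red), the adipocyte differentiation and adipokines list (blue) and DOR (star). The line marks equal values. Adam7 lies at 12.64 in ND and 5.55 in FD, while the blue points stay near the line.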

After one week of feeding, weights of the animals did not differ significantly from starting values (Table 2). It is noteworthy that food consumption in FD was generally lower than in ND, with females gaining less weight in FD, which is in accordance to other studies [24]. Caloric intake in males was identical between ND and FD feeding, while female caloric intake declined in FD (Table 2). We calculated the average food intake by division of the total food intake by the average weight during the feeding phase. Average calorie intake has been calculated accordingly. Female animals consumed slightly more food and ingested slightly more calories per gram body weight than male animals in both groups, control diet and fat diet (Table 2). Weight data for HFD animals are not available. 

**Table 2:** Overview of changes in body weight and food consumption in NMRI mice fed a normal diet (ND; 3.3% fat) or fat rich diet (FD; 18% fat) for one week (values are expressed as mean +/−SD)

**diet**	**sex (n)**	**mean BW (g)**		**changes in BW (g)**	**FC (g)**	**FC (kJ)**	**FC (g)/mBW**	**FC (kJ)/mBW**
		**day 1**	**day 8**					
FD 18% fat	male (6)	32.02	34.27	+ 2.25	35.47	610.03	1.07	18.40
		+/− 2.47	+/− 2.24	+/− 0.62	+/− 2.71	+/− 46.63		
FD 18% fat	female (6)	25.62	25.22	- 0.40	28.28	486.47	1.11	19.14
		+/− 1.51	+/− 1.54	+/− 1.98	+/− 3.54	+/− 60.96		
ND 3.3% fat	male (6)	32.92	33.87	+ 0.95	48.07	615.25	1.44	18.42
		+/− 1.30	+/− 1.47	+/− 0.79	+/− 6.20	+/− 79.40		
ND 3.3% fat	female (6)	25.58	27.38	+ 1.80	41.98	537.39	1.59	20.29
		+/− 1.46	+/− 2.41	+/− 1.24	+/− 6.52	+/− 83.46		

Changes in body weight (BW), food consumption (FC) and food consumption expressed as kilo Joule (FC (kJ)) in NMRI mice fed a normal diet (ND; 3.3% fat) or fat rich diet (FD; 18% fat) for one week; average food intake per gram body weight was calculated as FC(g)/mean body weight (mBW); average calorie intake per gram body weight was calculated as FC(kJ)/mBW.

At the age of 48 days, DOR expression was assessed by qPCR in white adipose tissue (WAT) and brown adipose tissue (BAT). Additionally, expression levels were measured in skeletal muscle (SM) and heart muscle (HM) (Additional file 2). DOR expression levels were compared to expression levels in the respective tissues of control animals (Additional file 3). 

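On the arrays of gonadal WAT from male mice, DOR (Trp53inp2, Entrez gene 68728) had a mean log2 expression of 11.75 ± 0.03 in FD and of 11.28 ± 0.08 in ND (SD, n = 2 arrays of 1 RNA pool for each diet). The difference of 0.47 corresponds to 1.39-fold higher expression in FD. Both FD arrays, at 11.73 and 11.77, lay above both ND arrays, at 11.23 and 11.34. The lowest FD array exceeded the highest ND array by 0.40, and the duplicate arrays of a diet differed by 0.11 in ND and by 0.04 in FD. The difference thus exceeded the spread between arrays but not the threshold of 1.5-fold. A positive difference at least as large was found in 460 of the 17366 named genes at a mean log2 value of 6 or more, or 2.65%, and one of that size in either direction in 1454, or 8.37%. In the mouse genome assembly GRCm38.p6, the gene lies between Pigu and Ncoa6, with Map1lc3a, which encodes the autophagosome protein LC3A, on the far side of Pigu.
None of the genes of the thyroid hormone and retinoid X receptors was called. Thra, which encodes TRα, the receptor that DOR coactivates, had a difference of 0.04 and Thrb of 0.12, and the retinoid X receptor genes Rxra, Rxrb and Rxrg had differences of 0.08, 0.03 and 0.16. The adipogenic receptor Pparg had a difference of 0.14, the deiodinase gene Dio2 of 0.20, the estrogen receptor gene Esr2 of -0.01 (0.03 with each array centred on its median) and Myog, the gene of myogenin, of 0.15, and none of these was called. Dio1 stayed under a mean log2 value of 6. Of 21 measured genes of thyroid hormone signalling, 1 was higher, Hr, a corepressor of thyroid hormone receptors, with a difference of 0.76. The other members with the largest differences, Nrg4, Me1 and Crym, had values of 0.54, 0.50 and 0.40 and were not called, although Nrg4 was at 0.67 without ND array 2 and at 0.59 without FD array 2, and Me1 at 0.64 without ND array 1. Of 39 measured genes of autophagy, none was called. DOR had the largest difference among them, and its paralog Trp53inp1, the LC3 gene Map1lc3b and Atg16l2 had differences of -0.31, 0.31 and 0.28. In the same ND pool, the epididymal genes Rnase12 and Wfdc10 were at 10.66 and 12.33, against 7.54 and 9.26 in the FD pool. Relative to 44 adipocyte genes, a scaling chosen after the data were seen, the DOR difference was 0.32. The paper takes its conclusion on DOR in this tissue from qPCR in individual mice, and proposes that DOR might counter effects of fat rich diets by way of thyroid hormone action or autophagy.

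**Figure D2:**
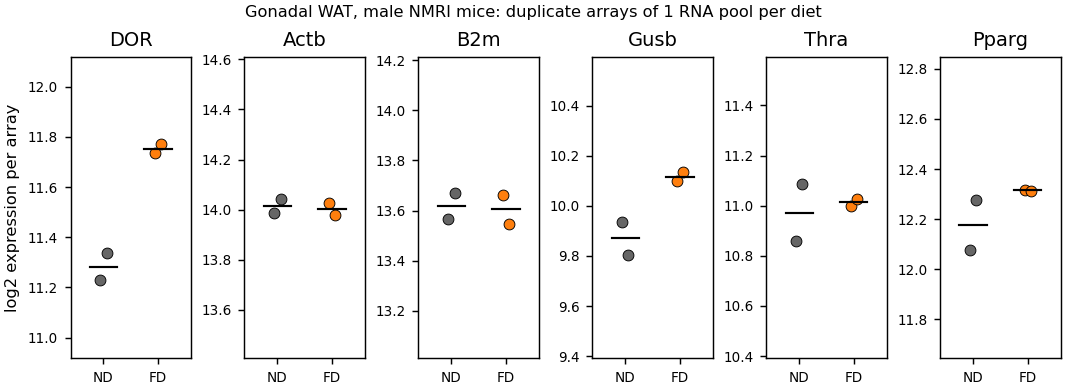
Log2 expression on each array for DOR, the qPCR normalizers Actb, B2m and Gusb, and Thra and Pparg in gonadal WAT of male NMRI mice on ND (grey) and FD (orange), with the mean of the 2 arrays as a bar. All panels span the same range of log2 units around their own centre. The DOR values of FD and ND stand 0.47 apart.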

After feeding the animals with 18% fat (FD) *ad libitum* for one week, in WAT statistically significant up-regulation of DOR was detected in males (n = 7; p < 0.05). Similar changes were observed in HM of females (n = 11; p < 0.05).

Feeding an 80% fat diet (HFD) led to more prominent changes in DOR expression in WAT of HFD females, with a significant down-regulation of expression (n = 6; p < 0.01). HFD diet led to a significant increase of DOR expression in HM of males (n = 6; p < 0.05). In BAT and SM of male and female mice, changes in DOR expression were not statistically significant (Additional file 3).

Influences of diet, tissue type and sex on DOR expression were tested by ANOVA. For diet, there was a general effect on DOR expression detected for WAT and BAT (p < 0.05) (Table 3). Additionally, diet has a significant influence on DOR expression in SM of male mice (p < 0.01) (Figure 3). The expression levels of DOR were higher in HFD- than in FD-fed animals.

**Table 3:** General effects of diet, tissue weight and sex in metabolically challenged mice (ANOVA analysis; “NS” indicates that effects are not significant)

	**adipose tissue (BAT/WAT)**		**muscle tissue (SM/HM)**	
	**factor**	**p-value**	**factor**	**p-value**
FD/HFD mice	diet	0.024470	diet	NS
	tissue	NS	tissue	0.00372
	sex	0.007940	sex	NS
genetically obese mice (100 days old)	tissue	NS	tissue	NS
	sex	0.0438	sex	0.02

BAT, brown adipose tissue; WAT, white adipose tissue; SM, skeletal muscle; HM, heart muscle; FD, 18% fat diet; HFD, 80% fat diet.

**Figure 3:**
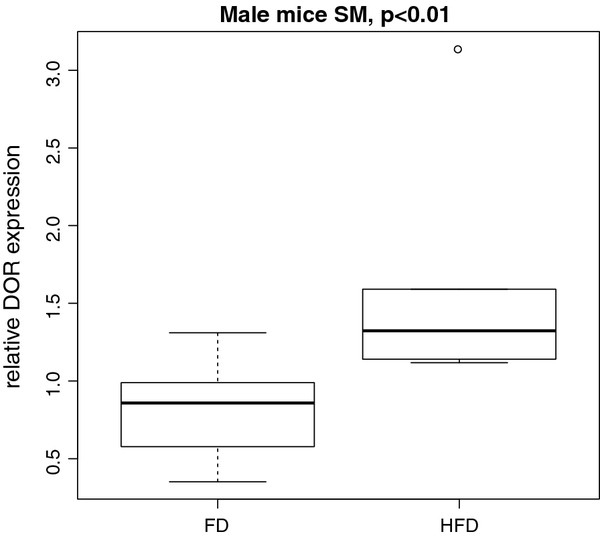
**Influence of diet on DOR expression in SM of male mice.** Influence of different fat rich diets (FD = 18% fat content; HFD = 80% fat content) over one week *ad libitum* on DOR expression was proved by ANOVA. We found significant influence of diet in SM of male mice in FD and HFD animals (normalized to control animals). Changes in DOR expression in comparison to control animals were more prominent in HFD mice.

In FD and HFD animals, tissue type also influenced DOR expression (Figure 4). DOR mRNA levels were higher in WAT than in BAT of male animals (p < 0.05). In female mice, DOR expression was higher in BAT (p < 0.05). Additionally, a general effect was detected for HM and SM (p < 0.01) (Table 3). In male FD mice, DOR expression was higher in HM than SM (p < 0.05) (Additional file 4).

**Figure 4:**
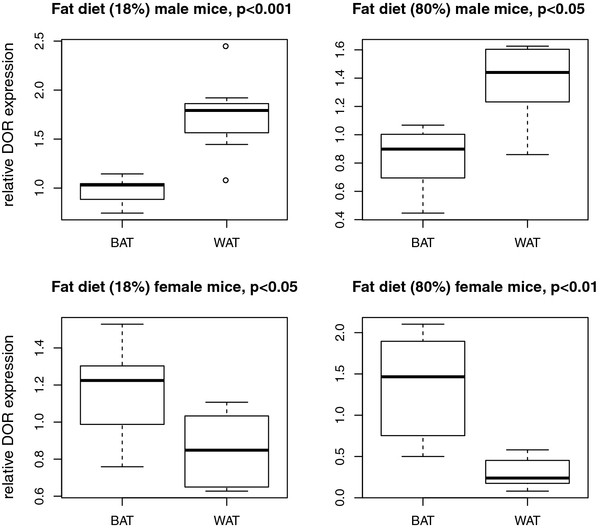
**Influence of tissue type on DOR expression in mice fed a high fat diet.** Influence of adipose tissue type (BAT and WAT) on DOR expression was proved by ANOVA. We found significant influence of tissue type in male and female mice in FD and HFD animals (normalized to control animals). In male mice DOR expression was higher in WAT while in female animals the expression levels were higher in BAT.

An influence of sex on DOR expression was detected for BAT and WAT (p < 0.01), which was stronger than the influence of diet. In WAT of FD animals, DOR expression was significantly higher in male mice than in female ones (p < 0.001) (Figure 5).

**Figure 5:**
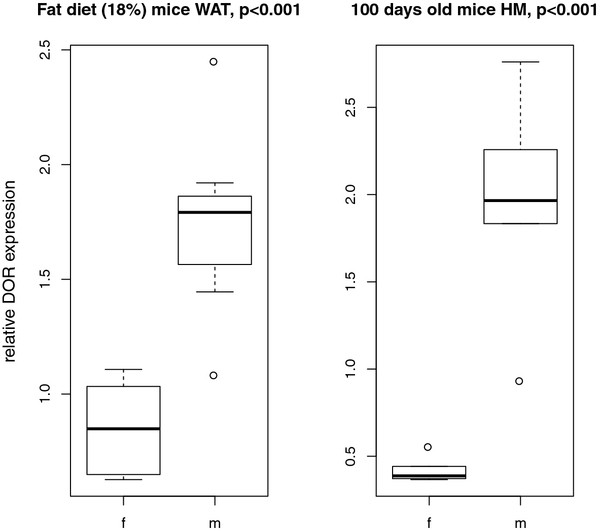
**Influence of sex on DOR expression in WAT and HM of metabolically challenged mice.** Influence of sex on DOR expression in different tissues was proved by ANOVA. We found significant influence of sex in WAT of FD mice and in HM of 100 days old DU6 animals (normalized to control animals). In both cases, DOR expression was higher in male than female mice.

### DOR expression in DU6/DU6i and DUKs/DUKsi mice

Four mouse lines were used for this part of the study. Two of them, long-term selected for increased body weight (DU6/DU6i), served as models for genetically predisposed obesity. The other strains (DUKs/DUKsi) were bred as normal weight controls (see [16,17], Figure 1 and Table 1).

DOR expression was determined in WAT, BAT, SM and HM in male and female animals at day 45 *p.n.* and day 100 *p.n.*, corresponding to juvenile (day 45 *p.n.*) and adolescent (day 100 *p.n.*) life phases. Expression levels in DU6/DU6i were compared to DUKs/DUKsi mice in tissues of age and sex matched groups (Additional files 5 and 6).

In 45 days old male animals, DOR mRNA levels were significantly lower in HM of obese (DU6i) mice compared to normal weight (DUKsi) ones (n = 12; p < 0.05). Conversely, in 100 days old animals, DOR was expressed significantly higher in HM of male obese DU6 mice (n = 5; p < 0.05) (see Additional file 5).

In BAT, DOR expression was higher in obese 100 days old female DU6 animals compared to normal weight DUKs ones (n = 5; p < 0.05). In WAT and SM of male and female DU6/DU6i mice, no statistically significant difference in expression was found.

Influences of sex and tissue type on DOR expression were tested by ANOVA. A general influence of sex on DOR expression was detected for all tissues (p < 0.05) (Table 3). In HM of 100 days old animals, DOR expression was significantly higher in male mice than female ones (p < 0.001), (Figure 5).

In genetically obese animals, tissue type influenced DOR expression only in WAT and BAT of 45 days old male mice (Additional file 7). DOR expression was higher in WAT than in BAT (p < 0.01).

## Discussion

Based on the fact that DOR is drastically down-regulated in SM of obese diabetic Zucker fa/fa rats and modulates expression of TH controlled genes [9], we investigated DOR expression in FD/HFD fed mice and genetically obese mice in different tissues. Differences in DOR expression were measured in diverse types of adipose and muscle tissue by qPCR. To test short-term influences on DOR expression by nutritional factors, mice were fed different fat rich diets with 18% or 80% fat content for one week and DOR expression was compared to normal fed animals (Figure 1, Table 1). In SM, DOR expression was higher in HFD than in FD male mice (Figure 3). In WAT, DOR expression was increased compared to BAT in male FD and HFD mice. In contrast, expression levels in female mice were higher in BAT for both dietary conditions (Figure 4).

Additionally, long-term effects on DOR expression were investigated in genetically obese mice compared to control animals. For this, tissues were derived from young (45 days old) and adult (100 days old) animals (Figure 1, Table 1). DOR expression levels in all tissues of 100 days old genetically obese animals were mainly influenced by sex. In HM, DOR expression was higher in male than female animals (Figure 5).

Here we show that DOR expression varies under the influence of dietary fat content, tissue type and sex.

### Influence of dietary fat content on DOR expression

High fat diets are known to induce significant changes in the muscle and adipocyte transcriptomes. Even short-term feeding with a diet containing 45% calories in a form of fat alters expression of more than 1000 genes in skeletal muscle, with a fold change >1.3; most of these genes are primarily involved in tissue development and morphogenesis [25]. Long-term (4–6 weeks) feeding with high fat diets also leads to changes in transcription of hundreds of genes, mostly related to immune response and energy metabolism, both in adipocytes and muscle cells [25-27].

In this study, we measured DOR expression after one week of FD or HFD and notably DOR expression levels already displayed significant changes in WAT and HM. Via ANOVA we tested whether the type of diet, i.e. FD and HFD, significantly influences DOR expression in skeletal muscle tissue of male mice. Expression values were relative to control mice under ND as described in “Statistical analysis”. We observed that HFD increased DOR expression significantly stronger (p < 0.01) compared to the FD as displayed in Figure 3. In WAT and BAT, we demonstrated an effect of diet in male and female mice (Figure 4). This might indicate that DOR plays a role in fighting negative effects of lipotoxicity or high fat diets in general, influencing thyroid hormone action or modulating autophagy. The description of increased TH serum levels in rats fed a HFD promotes this theory [24]. Additionally, higher thyroid hormone serum levels in obese than in lean women have been described [28].

DOR expression has been compared between the stromavascular fraction (SVF) and mature adipocytes in WAT and VAT [29]. In both tissues, expression of DOR is significantly higher in adipocytes than in the SVF (GSD2818). It cannot be ruled out that DOR expression is changed in SVF influencing the growth of fat pads. This hypothesis is supported by the fact that mutations in *TRα1*, the predominant TH receptor type in adipocytes, lead to changes in the size of different fat pads [30,31].

In rats fed a HFD for 8 weeks, circulating T3 and T4 levels were not elevated [24]. The activity of deiodinase D1, on the other hand, was increased slightly, while activity of D2, which converts T4 into the biologically much more active T3, was either similar to the control group or showed reduced activity in BAT. However, increased serum thyroid stimulating hormone (TSH) levels were associated with up-regulation of thyroid function as observed by increased iodide uptake and D1 activity. A shift toward fat oxidation was observed, which depended mainly on the nutrient composition of the diet.

Rather than changed T4 or T3 levels in serum, transport, processing and modulation of signaling seem to be the driving forces behind the effects of TH. Modulation of TH signaling can be exerted by co-activators/co-repressors or proteins competing with T3 for binding sites on responsive promoters. *PPARγ* was shown to be down-regulated within hours following TH administration [32]. Since PPAR and TR proteins bind to similar DNA sequences, depletion of *PPARγ* might facilitate binding of TR to these sites [33]. As DOR interacts with TRα1 competing with the preferred bonding partner RXR, it also might modulate genomic response to T3 signaling in the early phase of HFD *in vivo*.

The type of fat ingested has been shown to have an impact on health and gene expression and we analyzed data on DOR expression scanning data in “GEO profiles”. In rats fed diets with same caloric values but different fat compositions [34], DOR expression levels were increased in liver of lard diet fed animals, but not in others such as olive oil, coconut oil or cod liver oil diet (GDS1307). In a human study, abdominally overweight patients were subjected to two different diets: one rich in saturated fatty acids (SFA) and one rich in mono-unsaturated fatty acids (MUFA) for 8 weeks [35]. No difference in DOR expression was detected, neither in the SFA nor in the MUFA group. Analysis by sex, however, revealed a positive effect of SFA diet in women, but not in men (GDS3678), again confirming the importance of sex on the expression of DOR (see “Influence of sex on DOR expression”). In a setting to identify genes that promote weight gain [27], DOR mRNA levels were found to be significantly higher in the epididymal fat of high weight gainers than in low weight gainers following ingestion of a high fat diet (GDS2319).

Fasting, on the other hand, seems to influence DOR expression in an opposite manner to a fat-rich diet. After a 24 h fasting period, DOR levels decreased significantly in WAT, but not in BAT (GDS3135) in rats [36]. Similar results come from patients who underwent gastric bypass that reduced body-weight by approximately 45% [37]. DOR levels in SM were significantly decreased in SM of treated women (GDS2089).

### Influence of tissue type on DOR expression

In FD (18% fat diet) and HFD (80% fat diet) animals we detected a significant influence of tissue type on DOR expression (Figure 4). In male animals, DOR expression was higher in WAT than in BAT, while in female mice DOR expression was higher in BAT than in WAT.

Thyroid hormone is an important factor for cold-induced thermogenesis [38] and TH supports the effects of norepinephrine on UCP1 expression and brown adipocyte recruitment [39]. Furthermore, T3 has a positive effect on mitochondrial biogenesis [40]. On the other hand, it was shown that HFD does not alter circulating T3 levels but rather the local availability of T3, as discussed above. Up-regulation of DOR in adipose tissue might contribute to increased mitochondrial biogenesis and energy expenditure by increasing the effects of local T3.

Comparing metabolically challenged mice to reference animals, it is a very interesting finding that DOR is up-regulated in male and female heart muscle when fed a FD or HFD (Additional file 3). In the genetic model, DOR expression is down-regulated in the heart muscle of DU6i males at day 45 *p.n.*, up-regulated in DU6 males at day 100 *p.n.* and not altered in females (Additional file 5). TH plays an important role in cardiac mitochondrial biogenesis thus increasing myocardial mitochondrial mass, respiration, OXPHOS enzyme activity, protein synthesis and others (summarized in [41]). In the heart, TRα is the predominant form. Hyperthyroidism leads to increased metabolic rate and increased mitochondrial biogenesis by up-regulation of nuclear genes encoding mitochondrial proteins [42].

DOR up-regulation in FD and HFD animals might be part of an early defense system against effects of lipotoxicity by increasing mitochondrial activity and metabolic rate.

In the FD and HFD, as well as the genetic mouse model, no expression changes were detected in SM, neither in male nor in female animals (Additional file 3 and 5). DOR, however, was shown to be down-regulated in SM of obese type 2 diabetes fa/fa rats, before [9]. We propose that physiological changes conferred by diabetes rather than the obese condition lead to down-regulation of DOR. This needs confirmation by measuring DOR in diabetic animals.

### Influence of sex on DOR expression

In this study, we discovered effects of sex on DOR expression in fat tissue of the diet model and in all tissues of the genetic model. In the diet model, the effect of sex was stronger than the effect of diet (Table 3). Male FD mice showed significantly higher DOR expression in WAT than female animals (Figure 5). In the genetic model we found a similar difference in 100 days old obese mice in HM (Figure 5).

Nearly all common diseases exhibit some degree of sex bias, often being very dramatic [43]. The distribution of fat displays a sexual polymorphism with females depositing relatively more fat in subcutaneous/inguinal depots whereas males deposit more fat in the intra abdominal (summarized in [44]). Also properties of adipocytes differ between fat depot and sex. In a study by Macotela et al. (2009), male GAT adipocytes were 60% larger than those from females [45]. These findings indicate that gene expression needs to be fine-tuned between diverse fat depots in male and female individuals. There are several studies confirming this hypothesis. Yang et al. (2006) compared gene expression in various tissues in 334 mice. They detected thousands of genes to be sexually dimorphic in muscle and fat tissue [43]. These genes exhibited highly tissue-specific patterns of expression and were enriched for distinct pathways. Sexual dimorphisms were also detected for gene expression in C57/Bl6 mice fed a high fat diet for 12 weeks [44]. Most of the genes were up- or down-regulated depending on the fat depot; only 138 genes were commonly regulated in both sexes. For skeletal muscle, the most obvious sexual dimorphism is the greater muscle mass in men [46]. DOR expression might be controlled, at least in part, by sex hormones as estrogen receptor beta (ERb) knock-out (Glenmark et al., 2004) leads to increased DOR expression in skeletal muscle (GDS791). The dynamics of DOR expression control at the transcriptional level are currently being investigated.

## Conclusions

In summary, control of DOR expression is shown to exhibit complex regulation and to depend on dietary fat content, tissue type and sex. DOR might exert important effects on the function of certain tissues by gene regulation or via autophagy and counteract adipogenesis in high fat diets or obesity. Further investigation into differential DOR expression in tissues where its expression was shown to vary with respect to obesity is necessary to uncover DOR’s role in metabolic diseases.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

CF-D participated in RNA isolation as well as statistical analysis and wrote the manuscript. OL carried out RNA isolation and qPCR analysis in white as well as brown adipose tissue and wrote parts of the manuscript. SvdH and LO performed statistical analysis under the supervision of TB. NB carried out RNA isolation and qPCR analysis in muscle tissue. SH, JB and FK participated in expression analysis in adipose and muscle tissue. UR housed, bred and sacrificed mice. AH, BB and TB co-developed the strategy and edited the manuscript. BGB conceived the project, supervised experiments, coordinated the project and edited the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Primers used in the study for qPCR.** Sequences of primers used in this study for qPCR with their annealing temperatures (T°an) and amplification efficiencies. Click here for file

Additional file 2 **DOR expression in mice fed a normal (ND) or fat rich diet (FD/HFD).** 40 days old NMRI mice kept at standard conditions were administered either a fat diet (FD; 18% fat) or a high fat diet (HFD; 80% fat) for 1 week. Control group animals received a normal fat diet (ND; 3.3% fat) during all time of the experiment. DOR expression in fat (WAT, BAT) and muscle (SM, HM) tissues was quantified by qPCR. The expression data were normalized with housekeeping genes and calibrated to reference mice. Mean values and standard deviation (sd) per tissue type, gender and diet group are shown. “n” indicates the number of animals in each group. Click here for file

Additional file 3 **Changes in DOR expression in mice fed a fat rich diet (FD/HFD).** 40 days old NMRI mice kept at standard conditions were administered either a fat diet (FD; 18% fat) or a high fat diet (HFD; 80% fat) for 1 week. Control group animals received a normal fat diet (ND; 3.3% fat) during all time of the experiment. DOR expression in fat and muscle tissues was quantified by qPCR. All the expression data from qPCR were normalized with housekeeping genes. Normalized data of FD and HFD mice were compared to those of ND animals using Welch Two Sample t-tests for independent samples. “up/down“ indicates differences in DOR expression of FD and HFD mice in comparison to control animals with respective p-values. “-“ indicates that differences were not significant. “n“ indicates the number of animals in each group. Click here for file

Additional file 4 **Influence of tissue type on DOR expression in male mice fed a fat rich diet (FD, 18% fat content).** Influence of muscle tissue type (HM and SM) on DOR expression was proved by ANOVA. We found significant influence of tissue type in male mice in FD animals (normalized to control animals). DOR expression was higher in HM than in SM. Click here for file

Additional file 5 **DOR expression in fat and muscle tissues of genetically obese mice.** DOR expression was quantified by qPCR in fat and muscle tissues of genetically obese (DU6/DU6i) and normal (DUKs/ DUKsi) mice of both sexes at the age of 45 or 100 days post natum (p.n.). All the expression data from qPCR were normalized with housekeeping genes. Normalized data of DU6/DU6i were compared to those of DUKs/ DUKsi mice using Welch Two Sample t-tests for independent samples. “up/down“ indicates differences in DOR expression of DU6/DU6i mice in comparison to control animals with respective p-values. “-“ indicates that differences were not significant. “n“ indicates the number of animals in each group. Click here for file

Additional file 6 **DOR expression in genetically obese (DU6/DU6i) and normal (DUKs/DUKsi) mice.** DOR expression was quantified by qPCR in fat (WAT, BAT) and muscle (SM, HM) tissues of genetically obese (DU6/DU6i) and normal (DUKs/DUKsi) mice at the age of 45 or 100 *days post natum* (*p.n*.). The expression data were normalized with housekeeping genes and calibrated to reference mice. Mean values and standard deviation (sd) per tissue type, gender, age and genetic group are shown. “n” indicates the number of animals in each group. Click here for file

Additional file 7 **Influence of tissue type on DOR expression in 45 days old male DU6i mice.** Influence of adipose tissue type (BAT and WAT) on DOR expression was proved by ANOVA. We found significant influence of tissue type in 45 days old male DU6i mice (normalized to DUKsi mice). DOR expression was higher in WAT than in BAT. Click here for file

# Supplementary material for: Extrinsic and intrinsic regulation of DOR/TP53INP2 expression in mice: effects of dietary fat content, tissue type and sex in adipose and muscle tissues
**Source:** Nutr Metab (Lond). 2012 Sep 21;9:86. doi: 10.1186/1743-7075-9-86
**Supplement:** Additional file 1 — Primers used in the study for qPCR. Sequences of primers used in this study for qPCR with their annealing temperatures (T°an) and amplification efficiencies.

Additional file 1 - Primers used in the study for qPCR.

Sequences of primers used in this study for qPCR with their annealing temperatures (T°an) and amplification efficiencies.

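Of the genes amplified with these primers, 4 could be read in the arrays of male gonadal WAT. The normalizers used for NMRI mice, Actb and B2m, differed between FD and ND by -0.01 each on the log2 scale (0.03 each with the arrays centred on their medians), with mean log2 values in ND of 14.01 for Actb and of 13.62 for B2m. Gusb, a normalizer of the genetic models, was at 9.87 in ND and at 10.12 in FD, a difference of 0.25 that did not reach 1.5-fold. Ppia carried no name among the probe sets and was not analysed here. Of the 3 measured normalizers, none was called. The amplification efficiency tells how completely a primer pair doubles its product in a cycle, and it enters the relative quantification of each gene. Positions of the primers in the genome were not analysed here.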

gene	forward primer<br>(5'→ 3' direction)	reverse primer<br>(5'→ 3' direction)	T°an	efficiency<br>%
**ACTb**<br>(Beta-actin,<br>cytoplasmic)	GGGAAATCGTGCGT<br>GACATC	GCGGCAGTGGCCA<br>TCTC	58°C	99.5
**B2M**<br>(Beta-2 microglobulin)	GCCTGTATGCTATC<br>CAGAA	GAAAGACCAGTCCT<br>TGCTGA	58°C	96.0
**DOR**<br>**(TP53INP2)**<br>(transformation<br>related protein 53<br>inducible nuclear<br>protein 2)	AACCACAGCCTGCT<br>TCTAATACCTT	TCAGCCAGTCTCAA<br>CACAAAACAC	58°C	96.1
**GUSb**<br>(Beta-glucuronidase)	AATGAGCCTTCCTC<br>TGCTCT	AACTGGCTATTCAG<br>CTGTGG	58°C	97.6
**PPIA**<br>(Peptidylprolyl<br>isomerase A)	AGCTCTGAGCACTG<br>GAGAGA	GCCAGGACCTGTAT<br>GCTTTA	58°C	104.1

# Supplementary material for: Extrinsic and intrinsic regulation of DOR/TP53INP2 expression in mice: effects of dietary fat content, tissue type and sex in adipose and muscle tissues
**Source:** Nutr Metab (Lond). 2012 Sep 21;9:86. doi: 10.1186/1743-7075-9-86
**Supplement:** Additional file 2 — DOR expression in mice fed a normal (ND) or fat rich diet (FD/HFD). 40 days old NMRI mice kept at standard conditions were administered either a fat diet (FD; 18% fat) or a high fat diet (HFD; 80% fat) for 1 week. Control group animals received a normal fat diet (ND; 3.3% fat) during all time of the experiment. DOR expression in fat (WAT, BAT) and muscle (SM, HM) tissues was quantified by qPCR. The expression data were normalized with housekeeping genes and calibrated to reference mice. Mean values and standard deviation (sd) per tissue type, gender and diet group are shown. “n” indicates the number of animals in each group.

Additional file 2 - *DOR* expression in mice fed a normal (ND) or fat rich diet (FD/HFD).

40 days old NMRI mice kept at standard conditions were administered either a fat diet (FD; 18% fat) or a high fat diet (HFD; 80% fat) for 1 week. Control group animals received a normal fat diet (ND; 3.3% fat) during all time of the experiment.

DOR expression in fat (WAT, BAT) and muscle (SM, HM) tissues was quantified by qPCR.

The expression data were normalized with housekeeping genes and calibrated to reference mice. Mean values and standard deviation (sd) per tissue type, gender and diet group are shown. “n” indicates the number of animals in each group.

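The table gives relative DOR levels, in which the normalizers set the amount of cDNA and the reference mice set the scale, so that ratios between diets within a tissue and sex are their natural reading. The ratios given here were computed from the paper's means, with standard errors (SE) from the paper's SDs and n. In male WAT, the ratio of FD to ND was 1.74 (SE 0.334), from the paper's means of 1.39 ± 0.34 (SD, n = 7) and 0.80 ± 0.33 (SD, n = 6). The ratio of HFD to ND in male WAT was 1.36 (SE 0.258). In female WAT the ratio was 0.856 (SE 0.155) for FD and 0.299 (SE 0.0889) for HFD. In HM the ratio of FD to ND was 1.68 (SE 0.509) in males and 2.92 (SE 0.999) in females, and that of HFD to ND was 2.62 (SE 0.847) in males and 2.18 (SE 0.971) in females. In BAT the ratios lay between 0.833 for males on HFD and 1.36 for females on HFD. In SM they lay between 0.813 for males on FD and 1.61 for females on HFD. Of 16 comparisons, 10 had a ratio above 1, and in 4 the log2 ratio was more than 2 SE from 0, namely male WAT on FD, female WAT on HFD, male HM on HFD and female HM on FD.

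**Figure D3:**
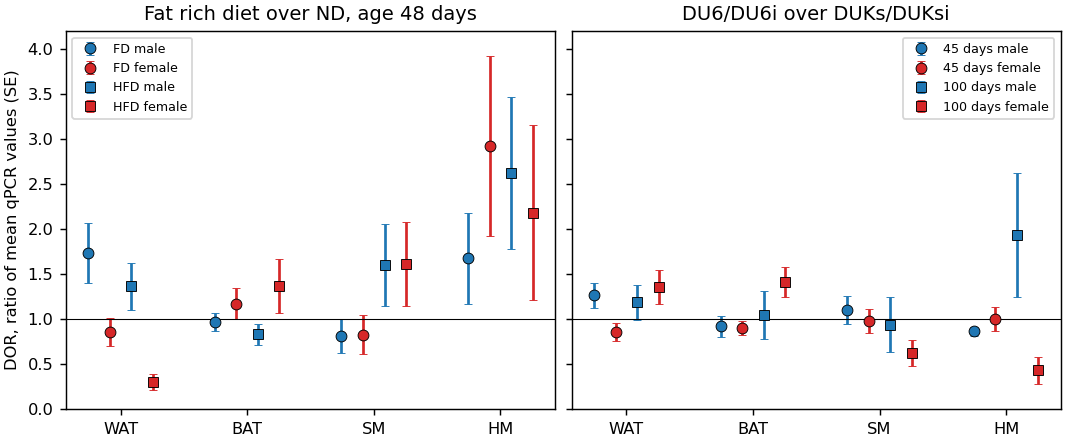
Ratios of the paper's mean DOR values, with SE as bars, in WAT, BAT, SM and HM. The left panel shows FD (circles) and HFD (squares) over ND and the right panel DU6/DU6i over DUKs/DUKsi mice at 45 (circles) and 100 days (squares), with males in blue and females in red. The line marks a ratio of 1, and female WAT on HFD has the lowest point of the left panel at 0.299.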

**tissue**	**diet**	**sex**	**mean values**	**sd**	**n**
**white adipose tissue (WAT)**	FD	male	1.39	+/- 0.34	7
		female	0.83	+/- 0.19	6
	HFD	male	1.09	+/- 0.23	6
		female	0.29	+/- 0.18	6
	ND	male	0.80	+/- 0.33	6
		female	0.97	+/- 0.37	6
**brown adipose tissue (BAT)**	FD	male	2.43	+/- 0.35	7
		female	2.86	+/- 0.65	6
	HFD	male	2.09	+/- 0.58	6
		female	3.33	+/- 1.53	6
	ND	male	2.51	+/- 0.51	6
		female	2.44	+/- 0.69	6
**skeletal muscle (SM)**	FD	male	0.61	+/- 0.23	12
		female	0.47	+/- 0.23	10
	HFD	male	1.20	+/- 0.58	6
		female	0.92	+/- 0.43	6
	ND	male	0.75	+/- 0.38	6
		female	0.57	+/- 0.30	6
**heart muscle (HM)**	FD	male	0.67	+/- 0.40	11
		female	1.11	+/- 0.78	11
	HFD	male	1.05	+/- 0.54	6
		female	0.83	+/- 0.72	6
	ND	male	0.40	+/- 0.24	6
		female	0.38	+/- 0.25	6

# Supplementary material for: Extrinsic and intrinsic regulation of DOR/TP53INP2 expression in mice: effects of dietary fat content, tissue type and sex in adipose and muscle tissues
**Source:** Nutr Metab (Lond). 2012 Sep 21;9:86. doi: 10.1186/1743-7075-9-86
**Supplement:** Additional file 3 — Changes in DOR expression in mice fed a fat rich diet (FD/HFD). 40 days old NMRI mice kept at standard conditions were administered either a fat diet (FD; 18% fat) or a high fat diet (HFD; 80% fat) for 1 week. Control group animals received a normal fat diet (ND; 3.3% fat) during all time of the experiment. DOR expression in fat and muscle tissues was quantified by qPCR. All the expression data from qPCR were normalized with housekeeping genes. Normalized data of FD and HFD mice were compared to those of ND animals using Welch Two Sample t-tests for independent samples. “up/down“ indicates differences in DOR expression of FD and HFD mice in comparison to control animals with respective p-values. “-“ indicates that differences were not significant. “n“ indicates the number of animals in each group.

Additional file 3 - Changes in *DOR* expression in mice fed a fat rich diet (FD/HFD).

40 days old NMRI mice kept at standard conditions were administered either a fat diet (FD; 18% fat) or a high fat diet (HFD; 80% fat) for 1 week. Control group animals received a normal fat diet (ND; 3.3% fat) during all time of the experiment. *DOR* expression in fat and muscle tissues was quantified by qPCR. All the expression data from qPCR were normalized with housekeeping genes. Normalized data of FD and HFD mice were compared to those of ND animals using Welch Two Sample t-tests for independent samples. “up/down” indicates differences in *DOR* expression of FD and HFD mice in comparison to control animals with respective p-values. “-” indicates that differences were not significant. “n” indicates the number of animals in each group.

tissue	diet	sex	p-value (up/down)	n
**white adipose tissue (WAT)**	FD	male	0.0138 (up)	7
		female	0.5972 (-)	6
	HFD	male	0.1324 (-)	6
		female	0.001926 (down)	6
**brown adipose tissue (BAT)**	FD	male	0.8365 (-)	7
		female	0.3171 (-)	6
	HFD	male	0.2411 (-)	6
		female	0.4017 (-)	6
**skeletal muscle (SM)**	FD	male	0.5845 (-)	12
		female	0.3768 (-)	10
	HFD	male	0.09653 (-)	6
		female	0.1368(-)	6
**heart muscle (HM)**	FD	male	0.2164 (-)	11
		female	0.02009 (up)	11
	HFD	male	0.01602 (up)	6
		female	0.381 (-)	6

# Supplementary material for: Extrinsic and intrinsic regulation of DOR/TP53INP2 expression in mice: effects of dietary fat content, tissue type and sex in adipose and muscle tissues
**Source:** Nutr Metab (Lond). 2012 Sep 21;9:86. doi: 10.1186/1743-7075-9-86
**Supplement:** Additional file 5 — DOR expression in fat and muscle tissues of genetically obese mice. DOR expression was quantified by qPCR in fat and muscle tissues of genetically obese (DU6/DU6i) and normal (DUKs/ DUKsi) mice of both sexes at the age of 45 or 100 days post natum (p.n.). All the expression data from qPCR were normalized with housekeeping genes. Normalized data of DU6/DU6i were compared to those of DUKs/ DUKsi mice using Welch Two Sample t-tests for independent samples. “up/down“ indicates differences in DOR expression of DU6/DU6i mice in comparison to control animals with respective p-values. “-“ indicates that differences were not significant. “n“ indicates the number of animals in each group.

Additional file 5 - *DOR* expression in fat and muscle tissues of genetically obese mice.

DOR expression was quantified by qPCR in fat and muscle tissues of genetically obese (DU6/DU6i) and normal (DUKs/DUKsi) mice of both sexes at the age of 45 or 100 days *post natum* (*p.n.*). All the expression data from qPCR were normalized with housekeeping genes. Normalized data of DU6/DU6i were compared to those of DUKs/DUKsi mice using Welch Two Sample t-tests for independent samples. “up/down” indicates differences in *DOR* expression of DU6/DU6i mice in comparison to control animals with respective p-values. “-” indicates that differences were not significant. “n” indicates the number of animals in each group.

tissue	age days<br><i>p.n.</i>	mouse<br>strains	sex	p-value<br>(up/down)	n
white adipose<br>tissue (WAT)	45	DU6i	male	0.06815 (-)	12
		DU6	female	0.1478 (-)	10
	100	DU6	male	0.4699 (-)	5
		DU6	female	0.06361 (-)	5
brown adipose<br>tissue<br>(BAT)	45	DU6i	male	0.3987 (-)	10
		DU6	female	0.2317 (-)	8
	100	DU6	male	0.6844 (-)	5
		DU6	female	0.01531 (up)	5
skeletal muscle<br>(SM)	45	DU6i	male	0.5517 (-)	12
		DU6	female	0.9541 (-)	10
	100	DU6	male	0.4895 (-)	5
		DU6	female	0.08204 (-)	5
heart muscle<br>(HM)	45	DU6i	male	0.01678 (down)	12
		DU6	female	0.6918 (-)	10
	100	DU6	male	0.02344 (up)	5
		DU6	female	0.1294 (-)	5

# Supplementary material for: Extrinsic and intrinsic regulation of DOR/TP53INP2 expression in mice: effects of dietary fat content, tissue type and sex in adipose and muscle tissues
**Source:** Nutr Metab (Lond). 2012 Sep 21;9:86. doi: 10.1186/1743-7075-9-86
**Supplement:** Additional file 6 — DOR expression in genetically obese (DU6/DU6i) and normal (DUKs/DUKsi) mice. DOR expression was quantified by qPCR in fat (WAT, BAT) and muscle (SM, HM) tissues of genetically obese (DU6/DU6i) and normal (DUKs/DUKsi) mice at the age of 45 or 100 days post natum (p.n.). The expression data were normalized with housekeeping genes and calibrated to reference mice. Mean values and standard deviation (sd) per tissue type, gender, age and genetic group are shown. “n” indicates the number of animals in each group.

Additional file 6 - DOR expression in genetically obese (DU6/DU6i) and normal (DUKs/DUKsi) mice.

DOR expression was quantified by qPCR in fat (WAT, BAT) and muscle (SM, HM) tissues of genetically obese (DU6/DU6i) and normal (DUKs/DUKsi) mice at the age of 45 or 100 days *post natum* (*p.n.*). The expression data were normalized with housekeeping genes and calibrated to reference mice. Mean values and standard deviation (sd) per tissue type, gender, age and genetic group are shown. “n” indicates the number of animals in each group.

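The table compares the lines selected for body weight with their unselected controls at 2 ages. Males at 45 days are of the inbred lines DU6i and DUKsi, and all other mice are DU6 and DUKs. In males, age therefore cannot be told apart from line, nor can sex from line at 45 days. The ratios of DU6/DU6i to DUKs/DUKsi were computed here from the paper's means, SDs and n. In HM of males the ratio was 0.864 (SE 0.0520) at 45 days and 1.94 (SE 0.689) at 100 days. In HM of females the corresponding ratios were 1.00 (SE 0.133) and 0.429 (SE 0.151), the latter with the paper's control mean of 1.54 ± 1.18 (SD, n = 5). In WAT the ratio was 1.26 (SE 0.142) for males and 0.853 (SE 0.0986) for females at 45 days, and 1.18 (SE 0.196) and 1.36 (SE 0.189) at 100 days. BAT of females at 100 days had a ratio of 1.41 (SE 0.166), and the other ratios of BAT lay between 0.897 and 1.05. In SM the ratio of females at 100 days was 0.620 (SE 0.143), and the others lay between 0.937 and 1.10. Of these 16 comparisons, 7 had a ratio above 1 and 6 had a log2 ratio more than 2 SE from 0, namely WAT of males at 45 and of females at 100 days, BAT and SM of females at 100 days, and HM of males at 45 and of females at 100 days. The bound of 2 SE is not the paper's test, which calls BAT of females at 100 days and HM of males at 45 and 100 days (Additional file 5) and not the other 4 of these.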

tissue	age<br>days<br><i>p.n.</i>	mouse<br>strains	sex	mean values	sd	n
**white<br>adipose<br>tissue<br>(WAT)**	45	DU6i	male	1.49	+/- 0.31	12
		DU6	female	2.26	+/- 0.74	10
	45	DUKsi	male	1.18	+/- 0.39	12
		DUKs	female	2.65	+/- 0.43	10
	100	DU6	male	1.54	+/- 0.53	5
		DU6	female	0.99	+/- 0.27	5
	100	DUKs	male	1.30	+/- 0.16	4
		DUKs	female	0.73	+/- 0.11	5
**brown<br>adipose<br>tissue<br>(BAT)**	45	DU6i	male	1.23	+/- 0.41	10
		DU6	female	1.31	+/- 0.24	8
	45	DUKsi	male	1.34	+/- 0.30	10
		DUKs	female	1.46	+/- 0.22	8
	100	DU6	male	2.73	+/- 0.85	5
		DU6	female	3.14	+/- 0.23	5
	100	DUKs	male	2.61	+/- 1.25	5
		DUKs	female	2.22	+/- 0.56	5
**skeletal<br>muscle<br>(SM)**	45	DU6i	male	1.21	+/- 0.53	12
		DU6	female	0.44	+/- 0.11	10
	45	DUKsi	male	1.10	+/- 0.25	12
		DUKs	female	0.45	+/- 0.15	10
	100	DU6	male	3.29	+/- 2.27	5
		DU6	female	2.43	+/- 0.96	5
	100	DUKs	male	3.51	+/- 0.80	5
		DUKs	female	3.92	+/- 1.31	5
**heart<br>muscle<br>(HM)**	45	DU6i	male	0.19	+/- 0.03	12
		DU6	female	0.32	+/- 0.12	10
	45	DUKsi	male	0.22	+/- 0.03	12
		DUKs	female	0.32	+/- 0.06	10
	100	DU6	male	1.90	+/- 0.66	5
		DU6	female	0.66	+/- 0.12	5
	100	DUKs	male	0.98	+/- 0.70	5
		DUKs	female	1.54	+/- 1.18	5

How the deposited data were processed for this re-analysis (not part of the article)

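RNA from gonadal WAT of male NMRI mice on ND (3.3% fat) or FD (18% fat) was measured on 4 Affymetrix mouse gene arrays. RNA of 3 mice per diet had been pooled, and each of the 2 pools was hybridised in duplicate. The arrays of a diet were therefore treated as technical duplicates of 1 biological sample. No p-value was computed for the diets.

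The values that the authors deposited are log2 expression values from RMA, which the submitters' processing notes name. The software and its version are not given in the sources used here. The values were used as deposited, without further normalization. There is 1 probe set for each gene, so no choice among several probe sets of a gene arose. Of 21225 probe sets, 20239 carry 1 gene symbol, none carries several and 986 are unnamed here. All 20239 symbols were matched by Entrez gene number to the RefSeq annotation of GRCm38.p6, which changed 0 of them. That annotation was used only for names and neighbouring genes, and no coordinates are given, since the genome build behind the probe sets is not given in the sources used here. Array data have no sequencing depth, and the number of arrays limits the precision.

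The comparison was the mean log2 value of the FD arrays minus that of the ND arrays. A rule of size stood in place of a test. A probe set was called higher or lower when the difference was at least 1.5-fold (0.58 on the log2 scale), the arrays of the diets did not overlap and the mean over the 4 arrays was at least 6, which 18211 probe sets reached. The noise of the arrays was taken from the difference of duplicates divided by the square root of 2. Its SD over probe sets was 0.11 in ND and 0.08 in FD, against 0.41 for the difference between the diets. Over probe sets, which are not independent replicates, the duplicates correlated with r = 0.996 in ND and 0.998 in FD, and arrays of different diets with r = 0.978 to 0.980.

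Before the data were examined, 33 gene lists were fixed, with 673 entries, of which 622 are named on the array. The rest were not analysed here. They cover fatty acid synthesis, cholesterol synthesis, triglyceride storage and lipolysis, fatty acid oxidation, oxidative phosphorylation, brown adipocytes and mitochondrial biogenesis, thyroid hormone signalling, autophagy, adipocyte differentiation and adipokines, fat pad expansion, insulin signalling and glucose use, macrophages, inflammatory mediators, T and B lymphocytes, neutrophils and mast cells, erythroid cells, endothelial and mesothelial cells, extracellular matrix and fibroblasts, epididymis, testis germ cells, skeletal and smooth muscle, cell cycle, immediate early genes, heat shock, the circadian clock, interferon response, unfolded protein and amino acid response, p53 targets, the qPCR normalizers and other reference genes. Members under a mean log2 value of 6 were left out. The median difference of a list was placed among 10000 random lists of the same size, matched on the mean log2 value in 20 bins. This percentile describes the 2 pools only, and it treats genes as if they varied independently. After the values had been seen, 3 lists were added, on liver secreted proteins, liver intracellular enzymes and the head of the epididymis. The enzyme list was written before its own values were looked up.

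The text names genes by a rule fixed at the same time. It takes the genes that the paper names, the 12 largest positive and the 12 largest negative differences among called genes that are not predicted genes, clones, olfactory or vomeronasal receptors or accessions, and up to 4 members of each list with the largest differences. Genes named outside the rule were chosen after their values were seen. These are Spink8, Gpx5, Lcn12, Fabp1, Cyp2e1, Npas2, Acss2, Upk1b, Upk3b, S100a8, S100a9, Camp, Mpo, Tfam, Polg, Pdgfra and Fabp4. They also include genes named only because their call changed without 1 array, the members of the 3 added lists and the neighbours of DOR.

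The alternatives were no filter or a filter at 7, 1.3-fold and 2-fold thresholds, arrays centred on their medians, cyclic loess, named probe sets only, leaving out each array in turn, random lists without matching, normalization of DOR to Actb and B2m, and limma over the 4 arrays at an adjusted p under 0.05, which compares the 2 RNA pools against array noise and not the diets. The calling rule was tested on simulated arrays of 21225 probe sets. Their noise was normal and independent between probe sets, with an SD taken from the real duplicates by level. Noise between pools or mice was not simulated. The rule called 3 of 50 probe sets changed by 1.3-fold, 46 of 50 changed by 1.7-fold and all 50 changed by 2-fold, and 0 of 21025 unchanged ones. In the real arrays, 13 passed it in each split that mixed the diets, so the simulated count of 0 is too low for the real array noise. In simulated arrays, lists of 20 genes shifted by 0.3 all reached percentile 100, and 10 unshifted lists lay between 0.68 and 97.3.

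From the supplement, the ratio of each fat diet or obese line to its control was computed from the paper's means, with a standard error by the delta method. The calculations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.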

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

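The tests on the epididymal genes and on DOR were chosen after their results had been seen, and the test on liver enzymes before. All gene groups below come from arrays that the paper does not report on, and those of the fixed lists lay outside the central 99% of random lists. Percentiles describe the 2 RNA pools only.

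Epididymal genes were lower in the FD pool than in the ND pool, with a median difference of -0.46 for the list (-0.24 without FD array 1, -1.36 with the filter at 7) and of -7.09 for Adam7, at 5.55 in FD and thus under the level of 6, so that its size is not determined. Epididymal tissue in the ND pool stays open: all 7 list members at 9 or more in ND were lower in FD, but they were chosen by their level in ND, and a diet effect would give the same. In the FD pool, Spink8 and Wfdc10 were still at 11.68 and 9.26, while Adam7 and Rnase9 (4.65, against 10.60 in ND) were under 6. Whether such tissue came from the head of the epididymis also stays open. Gpx5, Lcn8, Lcn9 and Ros1 reached at most 7.03 in ND, which is under the bound written for rejecting it. That bound was written after the values were seen. These genes were low in both pools, so it is not shown here that their probe sets respond to such tissue. Lcn12 was at 9.23 in ND with a difference of -1.74. An effect of the fat diet cannot be told apart from the dissection, because there was 1 RNA pool for each diet.

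DOR was higher in the FD pool than in the ND pool by 0.47. Less adipocyte RNA in the ND pool would lift all adipocyte genes by about that amount, but the median difference of 44 such genes was 0.15 with an SD over members of 0.18, and 1 of the 44 reached the DOR difference. Among them, the genes of triglyceride storage and lipolysis had a higher median of 0.23, also under the DOR difference. These values argue against less adipocyte RNA as the whole cause only as far as the 44 genes report adipocyte RNA. They leave open that it is a part of the cause. Pdgfra, at -0.04, is also in the fibroblast list, and Fabp4, at 13.84 in ND, lies near the top of the scale. Members ranged from Agt at -0.39 to Plin2 at 0.49. For more stromal RNA in the FD pool, the median of the extracellular matrix and fibroblast list was 0.55, but the paper cites higher DOR expression in adipocytes than in the stromavascular fraction, which goes against it, and no array here measures these cells apart. An effect of the diet also stays open and was not tested.

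Genes of liver secreted proteins were higher in the FD pool than in the ND pool, 15 of 20 measured, with Alb at 4.14 as the largest positive difference. This list was written after 8 of its members had been seen. Liver tissue in the FD pool would bring liver enzymes as well, and 2 of 10 measured ones were higher, or 20% (from 1 of 11 to 4 of 13 with 1 array left out), which is under the bound of 50% set beforehand for rejecting it. The bound was judged unsuitable after the values were seen, because 8 of the 18 named enzymes fell under the filter on level and could not be called, among them Fabp1 at 4.67 in ND and 7.28 in FD but also Sult1d1, which went the other way, at 6.42 in ND and 5.29 in FD, while Cyp2e1 was already at 14.07 in ND. Liver tissue, or a diet effect, therefore cannot be told apart with these values.

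Stromal and immune groups had positive medians. The extracellular matrix and fibroblast list had 10 of 24 measured genes higher and none lower, with Thy1 at 0.79, Col5a2 at 0.75, Col6a3 at 0.74 and Col3a1 at 0.73. The mesothelial list had a median of 0.43, with 7 of 15 genes higher, among them Msln at 1.25, Upk1b at 1.10 and Upk3b at 1.07, and 3 lower, Krt18 at -1.67, Cldn1 at -1.27 and Krt8 at -1.12. The macrophage list had a median of 0.35, with Lyz1 at 1.10 and Itgam at 0.64 higher of 25 (median 0.23 without ND array 1, and Retnla at 0.61 without FD array 2 and 0.72 without ND array 2), and the endothelial list one of 0.33, with Robo4 at 0.72 higher of 15. The B lymphocyte list had a median of 0.28, with Cd79a at 0.82 the one called higher of 13. Cd79a was under 6 in ND, and with ND set to 6 its difference would be 0.53, under 1.5-fold. Its call was also lost without FD array 2 (0.75, mean level under 6), and the list median was 0.11 with the filter at 7. Inflammatory mediators had a median of 0.20, with Ccl11 at 0.71 higher and Lcn2 at -1.83 lower of 24, and without ND array 1 the median was 0.10 and Ccl7 was at 0.60, and without FD array 2 Saa3 was at 0.60. The cell cycle list had a median of 0.22 and no called member of 28.

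Among metabolic groups, cholesterol synthesis had a median of -0.28, with 4 of 17 genes lower, Cyp51 at -0.77, Sqle at -0.77, Tm7sf2 at -0.72 and Msmo1 at -0.69, and Fdps was at -0.74 without ND array 2. Triglyceride storage and lipolysis had a median of 0.23 and no called member of 22, the largest difference being that of the lipid droplet protein gene Plin2 at 0.49. Fatty acid oxidation had a median of 0.18, with Ucp3 at 0.79 and Cpt1b at 0.63 higher of 26, the latter under 1.5-fold without FD array 1 (0.42). Without ND array 1 its median was 0.12 and Acot1 was at -0.59, and without ND array 2 Cpt1a was at 0.60. The brown adipocyte and mitochondrial biogenesis list had a median of 0.19 and 6 of 20 genes higher, among them Cidea at 1.13, Cox8b at 1.03, Cox7a1 at 0.69, and 4 without FD array 1 or ND array 1 (Cox7a1 0.53 without the latter), and 7 without ND array 2 (Elovl3 0.68). Its measured genes of mitochondrial biogenesis were not called and went both ways, from Tfam at -0.28 to Polg at 0.23. Fat pad expansion had a median of 0.27, with Mest at 0.88 and Fgf1 at 0.69 higher of 14, the latter at 0.46 without ND array 1. The circadian clock list had a median of 0.20, with Dbp at 0.97, Bhlhe40 at 0.90 and Bhlhe41 at 0.74 higher and Arntl at -1.14 and Npas2 at -0.72 lower of 17, and without ND array 1 Bhlhe41 was at 0.57 and Hlf at -0.60. As clock genes were called in both directions, their median does not give a direction for the list. Nr1d1 was at 0.61 without FD array 1 and at 0.59 without ND array 2. The unfolded protein and amino acid response list had a median of -0.26 and no called member of 19, but Psat1 was at -0.61 and Manf at -0.67 without ND array 1, and Psat1 at -0.62 without FD array 1. Relative to the adipocyte genes all list medians are by construction lower by 0.15, close to the medians of fatty acid oxidation, brown adipocytes, inflammatory mediators and clock genes. The epididymal genes stand beside all of these groups in the ND pool.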

How the results depend on the processing

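The adipocyte scaling and the count without probe sets at or under 6 in FD were chosen after the data were seen. For the genes higher (242) and lower (780) in FD, a threshold of 1.3-fold gave 869 and 1333 and one of 2-fold 41 and 386, since the threshold itself sets the count. Over the same probe sets, limma at an adjusted p under 0.05 gave 1676 and 1809 without the replicate block and 1483 and 1723 with it. It compares the 2 RNA pools against array noise and, unlike the rule of size, sets no threshold on fold. Without the block its calls held 239 of the 242 and 773 of the 780. Same-numbered arrays share only a number, and their deviations from the diet means correlated with r = 0.03 over probe sets. Relative to the adipocyte genes, whose median shift was 0.15, the counts were 115 and 1140 and DOR differed by 0.32. The other settings gave 212 to 307 higher and 694 to 833 lower. Leaving out 1 array gave 258 to 331 higher, 750 to 888 lower and a DOR difference of 0.42 to 0.53. DOR was at 0.46 to 0.52 under centring, cyclic loess and normalization to Actb and B2m, as Ppia was not analysed here. Leaving aside the adipocyte scaling, none of the 15 list medians beyond the central 99% of random lists and none of the called genes named by the rule changed sign, while the medians of 8 other lists did, the largest being 0.05. Without matching on level, 14 of the 33 percentiles moved by more than 2.5 points. The mean over probe sets of a gene was not run, since each gene has 1 probe set.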

Other observations

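The list of the head of the epididymis and the scaling on adipocyte genes were chosen after the result was seen, and the list of liver enzymes after the other liver genes had been seen. Of 22 measured genes of fatty acid synthesis, Gpd1 at 0.61 and Acss2 at 0.59 were higher in FD, while the desaturase genes Fads2 at -0.86 and Fads1 at -0.65 and the elongase gene Elovl6 at -0.61 were lower. Without ND array 1, Gpd1 and Acss2 were at 0.58 and 0.55, without FD array 2 Acss2 was at 0.57 and without ND array 2 Elovl6 was at -0.49, all under 1.5-fold. The median of the list was 0.08. None of 33 genes of oxidative phosphorylation was called, and their median of 0.04 changed sign without ND array 1. Of 22 genes of insulin signalling and glucose use none was called, with a median of 0.02 that also changed sign without ND array 1 and was at 0.07 without ND array 2, and Pdk1 had the largest difference at -0.50.

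Among other cell types, neutrophil and mast cell genes had Ltf at -1.63 and Ngp at -1.62 lower of 13, with a median of 0.08 (0.02 without ND array 1 and 0.14 without ND array 2). The other 11 were not called, among them S100a8 at 0.16, S100a9 at 0.07, Camp at 0.08, Mpo at 0.02 and Elane at 0.24. The list as a set was thus not lower, and which cells Ltf and Ngp came from was not tested. Testis germ cell genes had Odf1 at -1.44 and Smcp at -1.41 lower of 12, and skeletal muscle genes had Acta1 at -0.71, Tnnc2 at -0.61 and Casq1 at -0.61 lower of 18. Tnnc2 was at -0.48 without ND array 1 and at -0.57 without FD array 2, and Casq1 at -0.49 without ND array 2 and at -0.57 without FD array 1. The medians of the germ cell and skeletal muscle lists, 0.05 and 0.03, changed sign under cyclic loess and with the filter at 7, the former also without FD array 1, and Tnp2 was at 0.60 without ND array 2. Smooth muscle genes had a median of -0.16 and no called member of 10 (without ND array 1, Actg2 was at -0.61 and Cnn1 at -0.59). T lymphocyte genes had a median of 0.09 and no called member of 14 (median 0.01 under cyclic loess, 0.13 with centring and 0.06 with the filter at 7). Erythroid genes had a median of -0.13 and no called member of 4 (median -0.04 without ND array 2 and -0.20 without ND array 1). Of p53 targets, Cdkn1a at -0.60 was lower of 16, with a median of 0.03 that changed sign without either ND array and with the filter at 7, and Cdkn1a was at -0.52 without FD array 1 and at -0.57 without ND array 1, and Perp at -0.62 without FD array 1 or ND array 2. Immediate early genes (median 0.13, 20 measured), heat shock genes (-0.10, 9 measured), interferon response genes (0.12, 18 measured) and other reference genes (-0.12, 8 measured) had no called member. Without ND array 1 the interferon median was 0.06 and that of the reference genes -0.30, and without ND array 2 Pgk1 was at 1.17. Thyroid hormone signalling and autophagy had medians of 0.04 and 0.05, which changed sign without ND array 1, and the former was at 0.14 without ND array 2. The scaling on adipocyte genes subtracts 0.15 from every median. The positive medians of fixed lists given among these other observations are all smaller and so turn negative by construction, unlike the larger ones of the flagged groups.

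Of the liver intracellular enzymes, Hpd at 0.67 (0.57 without ND array 1) and Cps1 at 0.63 (0.51 without FD array 2) were higher. Sult1d1, under the filter on level with all arrays, was lower without FD array 1 (-1.05) or FD array 2 (-1.21), with FD under 6, so that the size is not determined. Of the 3 measured genes of the head of the epididymis none was called, with a median of 0.15.

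The array difference of DOR, 0.47, and the log2 ratio of the paper's qPCR means for male WAT, 0.80, have the same sign and lie 0.33 apart. This gap is smaller than the error of 0.69 that follows from the paper's SDs and larger than 0.28, the SE of that log2 ratio. Whether the 3 mice of each pool are among the mice of the qPCR is not given in the sources used here.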
